A study of Homo sapiens with 4 samples. Its data were reported in "Epigenetic landscape of synthetic human centromere core regions: CENP-A assembly and euchromatic modifications interdependently antagonize heterochromatin accumulation" (2026).

How the data were processed

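HACs (human artificial chromosomes) were studied in HT1080, an established human fibrosarcoma cell line. The centromere part of each HAC came from synthetic alphoid repeat units, each joined to its own short sequence, the position code (PC). CenU is the unit that carries CENP-B boxes, the binding sites of the centromere protein CENP-B, and NCU is the unit in which those boxes are mutated. Total RNA came from 2 clones, called HAC 1-20 and, for the other, HAC 4-65, and was used with reverse transcriptase (RT plus) or without it (RT minus). The RT minus library shows which codes are amplified from DNA carried over in the RNA. Each of the 4 groups held 1 library, so no difference between groups has a replicate check and no p-value is given.

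According to the methods of the study, the codes were amplified together by competitive PCR with common primers and sequenced on a MiSeq. The authors trimmed the reads with cutadapt 4.0, matched them to the list of codes with bowtie 1.2.3 and counted them with samtools idxstats 1.11. The deposited values are raw read counts per reference, with no normalization by the authors. Competitive PCR gives the proportions of codes and not their amounts. The amounts of RNA by quantitative PCR, the genomic copy number of each code and the CENP-A profiles were not analysed here, so the RT minus library stood as the DNA control.

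The deposited count files name 128 references with the letter T and 384 with the letter L. T references were read as CenU codes, from their number. L references 1 to 96 were read as NCU codes, because these held nearly all L reads in each library. The names CenU and NCU for these references are a reading and were not stated in the files. The other 288 L references were kept apart. Per the methods and legends of the study, the input DNA held CenU codes from 65 upward for HAC 1-20 (65 to 128) and CenU codes 1 to 96 for HAC 4-65. The synthetic repeats have no position in a human genome build, so the place of a code is its number in the input DNA. The order of units inside each HAC was not used.

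The CenU share was computed over CenU and NCU reads with a 95% Wilson interval. The ratio of CenU to NCU reads in RT plus over RT minus is an odds ratio with a 95% Wald interval, which compares those 2 libraries only. For each input CenU code the share of input CenU reads in RT plus was divided by that in RT minus, after adding a pseudocount of 0.5 to each count, for codes with at least 10 reads in the 2 libraries together. The standard error (SE) and 95% interval of the log2 ratio follow from Poisson counting. A code was counted as higher or lower when its ratio differed at least 2-fold and its interval excluded 1. NCU codes were treated in the same way on shares of NCU reads. The spread that counting alone gives came from 1000 Poisson draws. The correlation of neighbouring codes (lag 1) and the highest mean over 6 codes in a row were set beside 10000 random orders of the codes. PCR reads without molecular identifiers are not independent molecules, so intervals, standard errors and floors cover counting error only. Codes are not replicates.

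The codes named were, in each line, the 5 highest and 3 lowest input CenU codes by ratio, the codes of the highest window of 6 and the 2 highest NCU codes. These rules, the tests and most alternatives were fixed before the data were examined. The alternatives covered the pseudocount, the minimum count, subtraction of background, the scaling, the fold threshold, the lag, the window and the total. The planned total with vector sequences became all T and L references, since the references listed held no vector. An alternative that kept codes with at least 20% of the median input code in RT minus was added after the data were seen. The calculations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

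The script was tested on simulated counts. In 100 draws with 6 codes in a row raised 2.5-fold among the 64 codes of HAC 1-20, the run was found in 100% of draws, with a mean log2 ratio of 1.32 for a true 1.32. Log2 ratios and calls in these simulations were centred on the median code, which the main ratios were not. The recovered size thus holds for that scaling only, since raised codes lower the shares of all codes. Simulated unchanged codes gave 0.04 false calls per draw among the 64 codes of HAC 1-20 and 0.04 among the 96 codes of HAC 4-65.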

Results

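PC reads were counted in 4 libraries, 1 per group: HAC 1-20 RT minus, HAC 1-20 RT plus, HAC 4-65 RT minus and HAC 4-65 RT plus. The total was 248904 reads in HAC 1-20 RT minus and 749846 reads in HAC 1-20 RT plus. HAC 4-65 RT minus had 713705 reads and HAC 4-65 RT plus had 683916 reads. HAC 1-20 RT minus was thus the shallowest library, with a median of 506 reads per input CenU code. The median was 1678.5 reads in HAC 1-20 RT plus, 942 in HAC 4-65 RT minus and 845 in HAC 4-65 RT plus. With no replicate libraries, every difference given here is between 2 libraries and has no replicate check.

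The first question was how much of the amplified PC pool came from CenU, with the RT minus library of the same line as background. In HAC 1-20, CenU made up 15.8% of CenU and NCU reads in RT minus (95% Wilson interval 15.7 to 16.0) and 18.1% in RT plus (18.0 to 18.2). In HAC 4-65, the CenU share was 17.6% in RT minus (17.5 to 17.6) and 17.3% in RT plus (17.3 to 17.4). Counting input CenU codes only moved the shares of HAC 1-20 most, to 15.2% in RT minus and 17.5% in RT plus. The CenU to NCU odds ratio of RT plus over RT minus was 1.18 in HAC 1-20 (95% interval 1.16 to 1.19). It was 0.985 in HAC 4-65 (0.977 to 0.994). The 2 intervals lay on opposite sides of 1, and the difference between the lines was not tested.

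CenU codes outside the input DNA gave the level of reads that the HAC should not hold. In HAC 1-20 these were 1838 reads in RT minus, or 4.68% of CenU reads (4.48 to 4.90), and 5079 reads in RT plus, or 3.75% (3.65 to 3.85). CenU 1 alone held 700 and 2092 of these reads, and without it the shares were 2.95% and 2.24%. In HAC 4-65 the reads outside the input were 171 in RT minus, or 0.137% (0.118 to 0.159), and 372 in RT plus, or 0.315% (0.284 to 0.348).

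The next comparison asked whether RNA was uneven over the CenU codes. Reads in RT plus can come from RNA and from the same carried-over DNA, and these parts were not measured. A ratio near 1 may thus only mean that RT plus was mostly DNA, and need not mean even RNA. In HAC 1-20, 63 of 64 input CenU codes passed the minimum count. Shares in RT plus and RT minus differed by less than 2-fold for most codes. Across codes, which are not replicates, the Pearson r of log2 reads (0.5 added) was 0.97 and the Spearman rho of reads was 0.77. Nearly empty codes, such as CenU 127 with 2 reads in RT minus and 10 in RT plus, widen the range and can raise r. The log2 ratio of shares had an SD of 0.35 over these codes, while counting alone gave 0.15 and, at the upper end of its 95% range, 0.35, so over all these codes the SD was within what counting can give. Over the 59 codes with at least 20% of the median input code in RT minus, a threshold set after the data were seen, the SD was 0.36 and counting gave 0.07, at most 0.08 in that range. Background subtraction moved the SD most, to 0.51. CenU 104 was the 1 code at 2-fold or more, and 0 codes were lower. CenU 104 had 462 reads in RT minus and 3349 in RT plus, a ratio of 2.08 (1.89 to 2.29) and a log2 ratio of 1.06 (SE 0.07). The log2 ratio was 0.92 for CenU 105, 0.75 for CenU 106, 0.90 for CenU 107, 0.74 for CenU 108 and 0.83 for CenU 109. The lowest values were -0.39 for CenU 101, -0.34 for CenU 102 and -0.34 for CenU 99.

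The scaling mattered for these counts. The raised codes took a larger part of the CenU reads, so the median code had a log2 ratio of -0.17, and 4 codes were at 2-fold or more when shares were scaled to the median code or to all PC reads. The 95% interval excluded 1 for 50 codes, 10 above and 40 below. Scaled to the median code, 12 were above and 7 below. Scaled to all PC reads, 13 were above and 1 below. When scaled to all PC reads, CenU 99, CenU 101 and CenU 102 had log2 ratios of -0.13, -0.19 and -0.14.

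**Figure D1:**
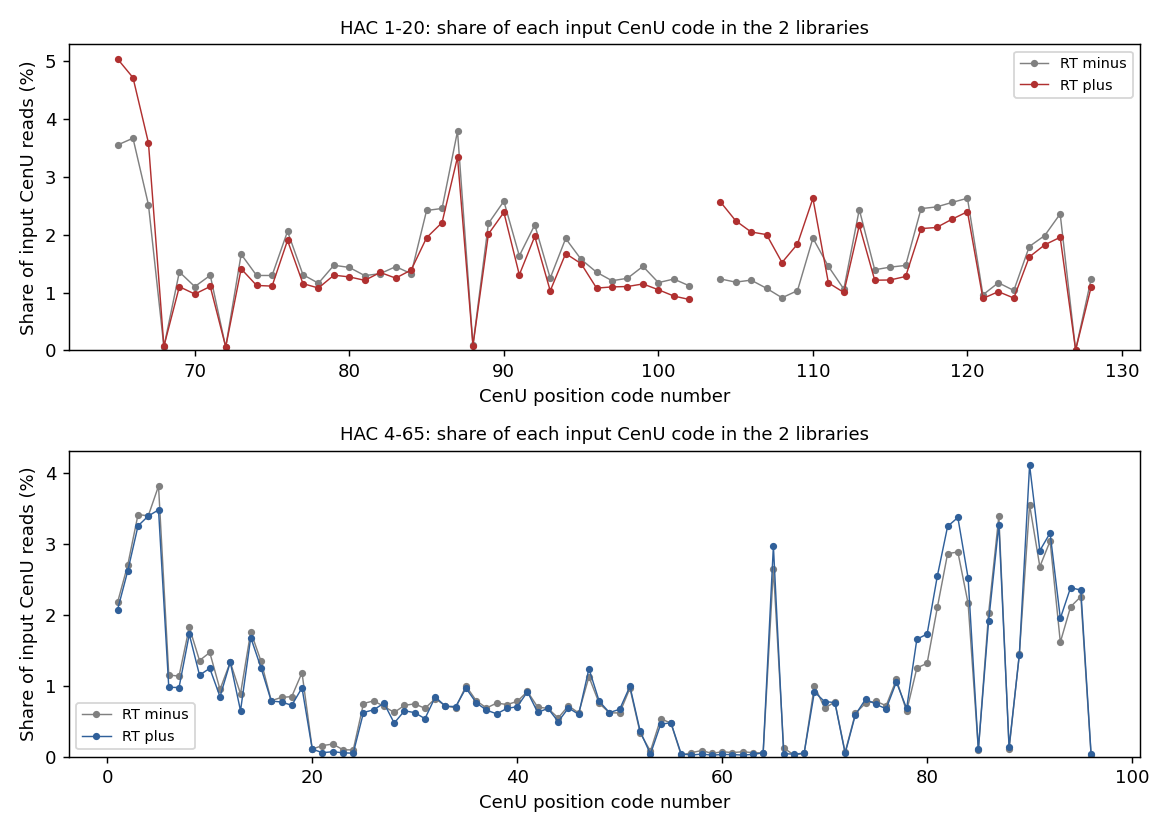
Share of input CenU reads (%) against CenU code number in RT minus (grey) and RT plus (colour), 1 library each, for HAC 1-20 (top) and HAC 4-65 (bottom). In HAC 1-20 the share of CenU 104 was 1.24% in RT minus and 2.57% in RT plus, and CenU 103, with fewer than 10 reads in all, is not drawn.

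Raised codes of HAC 1-20 lay next to each other. The lag 1 correlation of the log2 ratio was 0.81 over 61 neighbouring pairs, above all 10000 random orders, whose highest value was 0.62. It was 0.57 with no minimum count, which adds CenU 103, and 0.41 after background subtraction, the alternative that moved it most. The highest window of 6 codes was CenU 104 to CenU 109, with a mean log2 ratio of 0.87, or 1.82-fold, and the highest value in random orders was 0.74. Widening the window to 10 codes moved the mean most, to 0.51. Outside the naming rule and chosen after their values were seen, CenU 65, CenU 66, CenU 67 and CenU 110 had log2 ratios of 0.50, 0.36, 0.51 and 0.44.

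In HAC 4-65, all 96 input CenU codes passed the minimum count. The SD of the log2 ratio was 0.47, while counting alone gave 0.13. Here 0 codes were higher and 9 were lower at 2-fold or more. The lower codes were poorly represented in the DNA control, with 57 to 222 reads in RT minus beside a median of 942. The lowest were CenU 62 (log2 ratio -1.57, SE 0.32), CenU 66 (-1.49, SE 0.23) and CenU 21 (-1.49, SE 0.21). The highest were CenU 56 (0.84, SE 0.35), CenU 96 (0.81, SE 0.35) and CenU 67 (0.49, SE 0.35), each with 27 to 30 reads in RT minus, so that their order was not detectable at this depth. CenU 79 followed with 0.41 (SE 0.05) and CenU 80 with 0.39 (SE 0.05). Reads on CenU codes outside the input also rose, from 171 in RT minus to 372 in RT plus. A rise of background could therefore not be set apart for CenU 56, CenU 96 and CenU 67. The 95% interval excluded 1 for 51 codes, 15 above and 36 below, against 22 above and 28 below when scaled to the median code.

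Among the 76 codes of HAC 4-65 that passed the same threshold of 20%, the SD fell to 0.28 and 2 lower codes were left, CenU 21 and CenU 22. These had 20.6% and 23.6% of the median, just above the threshold. They are neighbours, while CenU 20 and CenU 23 beside them were left out. As a low pair they can raise the correlation of neighbours, and the value without them was not computed. The lag 1 correlation was 0.45 over all codes, above all random orders (highest 0.39), and 0.76 over those 76 codes. The highest window of 6 was CenU 79 to CenU 84 with a mean log2 ratio of 0.28, or 1.22-fold. In that window CenU 81, CenU 82, CenU 83 and CenU 84 had log2 ratios of 0.28, 0.18, 0.23 and 0.22. Its mean was at the 93.9th percentile of random orders of all codes, and above all random orders of the 76 codes, whose highest value was 0.26.

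**Figure D2:**
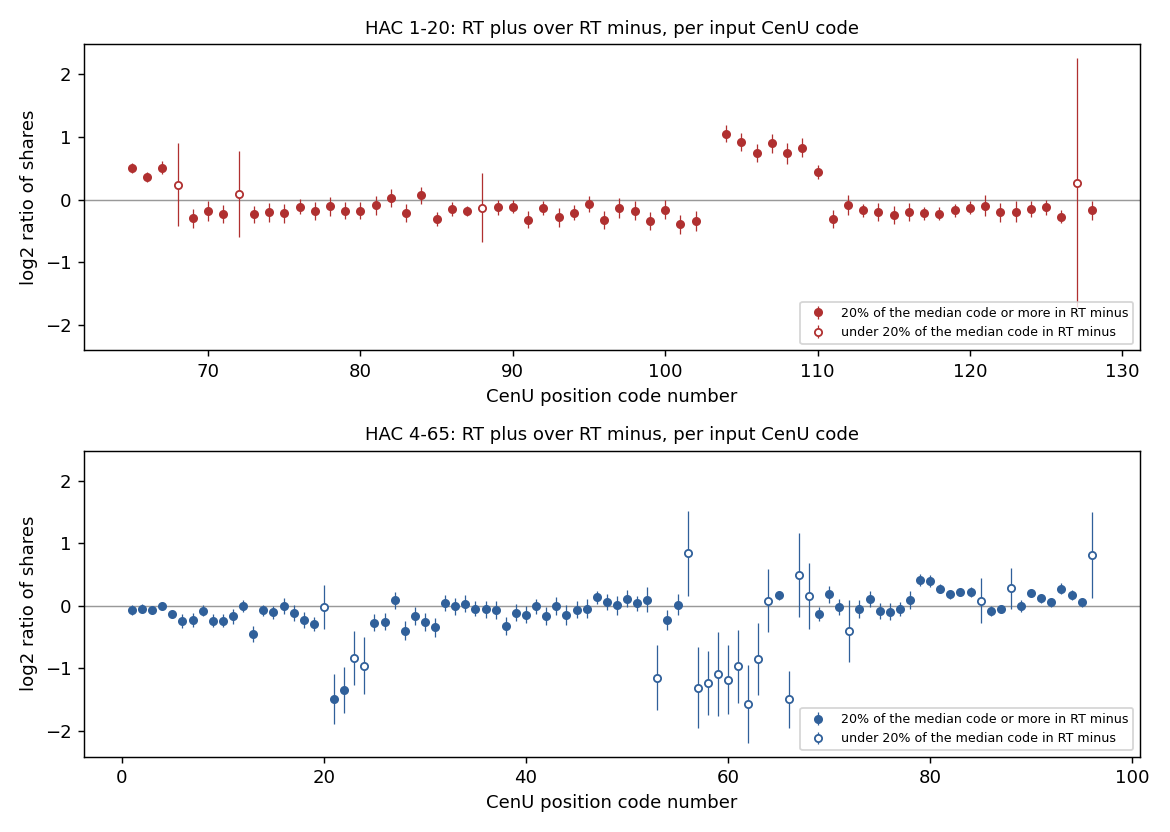
Log2 ratio of shares, RT plus over RT minus, against CenU code number for HAC 1-20 (top) and HAC 4-65 (bottom), with bars for the 95% counting interval and open points for codes under 20% of the median code in RT minus. CenU 104 to CenU 109 stand at a mean of 0.87 in HAC 1-20, and most points under -1 in HAC 4-65 are open.

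NCU codes, amplified in the same PCR, were more even. In HAC 1-20 the SD of the log2 ratio over 96 NCU codes was 0.08, with 0.05 from counting alone (0.09 at the upper end of its 95% range), and 0 codes were at 2-fold. Over the 95 codes that passed the threshold of 20%, the SD was 0.074 and the upper end of the counting range 0.047, so their spread was above counting error. The 95% interval excluded 1 for 27 of the 96 codes, where 4.8 are expected from counting. The highest were NCU 96, at 0.28 (SE 0.35) with 21 reads in RT minus, and NCU 63 at 0.22 (SE 0.06). In HAC 4-65 the SD was 0.11, with 0.03 from counting, and 0 codes were at 2-fold. NCU 96 was highest at 0.81 (SE 0.18) with 97 reads in RT minus, followed by NCU 10 at 0.31 (SE 0.04). Neighbouring NCU codes were also related, more weakly than CenU codes. The lag 1 correlation was 0.20 in HAC 1-20, at the 98.0th percentile of random orders, and 0.24 in HAC 4-65, at the 99.2th percentile (0.40 over its 95 codes with at least 20% of the median).

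The last comparison set the lines side by side. Over the 32 CenU codes in both inputs, the log2 ratios of the lines had a Pearson r of -0.26 and a Spearman rho of 0.02. Over the 25 codes with at least 20% of the median in both lines, r was 0.18, so the sign of r was not stable. Over the 96 NCU codes r was 0.22 and rho was 0.01. Without NCU 96, the code with few reads, r was -0.08, so its sign was not stable either. These are correlations across codes, which are not independent replicates.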

Values the study reported

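For HAC 1-20 the study reported CENP-A dense regions of 32 kb and 26 kb and a CENP-A sparse region of 12 kb. It stated that RNA enrichment in this sparse region was above that of the dense regions (P < 0.001). CenU RNA was detected in HAC 1-20, but the study described its ratio of RNA to DNA copies as very low beside the HPRT gene. For HAC 4-65 it reported dense regions of 50 kb and 18 kb and sparse regions of 14 kb and 4 kb. In that line it described lower CenU RNA than in HAC 1-20 and found no relation between transcription and the sparse regions.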

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

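All tests in this part that weigh an explanation were chosen only after the result was seen.

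The CenU to NCU ratio moved in opposite directions in the 2 lines, up in HAC 1-20 (odds ratio 1.18) and slightly down in HAC 4-65 (0.985). The difference between the lines was not tested, and each line has 1 library per group. Reads on CenU codes outside the input do not account for it, since the odds ratio over input codes alone was 1.19 in HAC 1-20. Without the 10 present codes that had a log2 ratio of at least 0.3 in HAC 1-20, a set picked for its high values, the ratio was 1.04 (1.02 to 1.05). A few raised codes may therefore carry most of the difference, but leaving out codes chosen as high lowers the ratio by construction, so this cannot be told apart from a smaller general rise. A difference between the HAC lines in transcription stays open and untested.

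CenU 66 also moved in opposite directions, with a log2 ratio of 0.36 in HAC 1-20 and -1.49 in HAC 4-65, and the signs held when scaled to all PC reads (0.57 and -1.51). The difference was not tested. In HAC 4-65 RT minus, CenU 66 had 153 reads, 16.2% of the median input code, against 271% in HAC 1-20. HAC 4-65 may lack this code, in which case the few reads come from another source and their ratio says little about RNA. Such a source would have to leave out the CenU codes outside the input, which had at most 10 reads each in HAC 4-65 RT minus. The genomic copy number of the code was not analysed here.

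In HAC 4-65, reads on CenU codes outside the input were a larger part of CenU reads in RT plus (0.315%) than in RT minus (0.137%), although this HAC should not hold those codes. Carry-over from the HAC 1-20 libraries would follow their profile. Across the 32 codes, the Spearman rho with HAC 1-20 RT plus was 0.021. CenU 103 and CenU 127, nearly absent from HAC 1-20, had 15 and 12 reads, where a share in proportion to HAC 1-20 RT plus would give 0.085 reads in all. Those libraries are thus argued against as the whole source. Other libraries or plasmid DNA that hold all codes evenly were not tested, and no biological explanation was tested.

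In the same library, L references outside the NCU codes held 0.277% of all reads (0.265 to 0.290), against 0.180% in RT minus (0.171 to 0.190). L reference 117 led these references in HAC 1-20 RT plus with 1081 reads, 47.2% of them. In HAC 4-65 RT plus it had 50 reads, where the same proportion would give 895 reads. Carry-over from HAC 1-20 is argued against for these reads as well. The 32 references from L 97 onward, as many as the CenU codes outside the input, held 1465 of the reads in RT plus and 834 in RT minus. Their origin stays open, and no biological explanation was tested.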

How the results depend on the processing

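Tests that kept codes with at least 20% of the median input code in RT minus were chosen only after the result was seen, and the other alternatives were planned. No paired analysis was possible because each group held 1 library. Of 108 alternatives over 24 results that answer a comparison, 81 left the value within its counting interval (or a count within 1.5 times), 26 moved it and 1 reversed it. Of 156 alternatives over 25 results of single codes, 136 stayed within the interval and 20 moved, most of them under another scaling. A minimum decides only which codes are kept, so settings of that kind could not change the ratio of a single code. The count of 136 thus overstates how stable single codes were.

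In HAC 1-20 the count of higher codes, 1 as reported, was 3 after background subtraction, 4 when scaled to the median code, 4 when scaled to all PC reads and 6 at 1.5-fold. The 6 codes at 1.5-fold were CenU 104 to CenU 109, and CenU 104 was among the codes in each of these settings. After background subtraction the SD was 0.51 for CenU and 0.19 for NCU, and the lag 1 correlation was 0.41. The background codes CenU 68 and CenU 72, low in both libraries, were the other 2 codes called in that setting. The window mean was 1.04 when scaled to the median code, 1.07 when scaled to all PC reads and 0.51 over 10 codes. The 6 codes of the window were the same under each alternative pseudocount, minimum, scaling and background. Scaling shifts all codes alike, so it could not change them.

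With input CenU codes only, the CenU share of HAC 1-20 was 15.2% in RT minus and 17.5% in RT plus. Without the highest code outside the input, the share outside the input was 2.95% in RT minus and 2.24% in RT plus. The log2 CenU to NCU ratio, computed from median read counts, was 0.20 in HAC 1-20 and -0.10 in HAC 4-65. Without the window it was 0.15 and -0.062, so its direction held in both lines. The 0.20 is not the change of a typical code. Scaled to all PC reads, the median CenU code had a log2 ratio of 0.036 in HAC 1-20 and -0.074 in HAC 4-65.

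In HAC 4-65, 2 codes were higher at 1.5-fold, CenU 56 and CenU 96, each with 27 reads in RT minus. The SD over CenU codes was 0.59 after background subtraction. The window mean was 0.34 when scaled to the median code and 0.19 over 10 codes, and a window of 4 chose other codes, with 0 shared. With the added minimum of 20% of the median, the lower codes fell to 2, the SD to 0.28 for CenU and 0.073 for NCU, and the lag 1 correlation rose to 0.76. The added minimum leaves out 20 codes, 7 of them among the 9 lower ones.

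The Pearson r between the lines over shared CenU codes reversed from -0.26 to 0.18 with the added minimum, which kept 25 of 32 codes. Over NCU codes r went from 0.22 to 0.035 with a pseudocount of 5, to -0.08 with either a minimum of 100 reads or the added minimum, and to 0.66 after background subtraction, all within its counting error. Apart from the settings whose construction shows it, the cause was not tested. The depth of HAC 1-20 RT minus limits single codes, since a code at its median of 506 reads has a counting SE of about 0.07 on the log2 scale.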

Other observations

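All tests in this part were chosen only after the result was seen, including that of neighbouring codes against random orders as a test of an explanation, although its correlation had been planned as a description. The threshold of 0.3 for raised codes was also set after the values were seen.

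In HAC 1-20, 10 present CenU codes had a log2 ratio of at least 0.3: CenU 65 to CenU 67 and CenU 104 to CenU 110. The other 49 present codes had a median log2 ratio of 0.07 to the NCU scale, from -0.15 to 0.31. Leaving out the raised codes lowers this spread by construction, so it says little on how close RT plus is to the DNA control. Their SD was 0.090, still above the upper end of the 95% range of counting, 0.086. Errors of counting and PCR that act on single codes are argued against by the lag 1 correlation of 0.81, above all random orders, although it was 0.57 with no minimum count and 0.41 after background subtraction. NCU codes had a weaker lag 1 correlation of 0.20, at the 98.0th percentile, so a part of the relation between neighbours is not particular to CenU. DNA copy number is divided out of the log2 ratio as far as RT minus measures it. CenU 104 to CenU 109 averaged 81.8% of the median input code in RT minus. That value cannot weigh a higher copy number, since codes chosen for a high ratio tend to have low RT minus counts. The 4 other raised codes had from 143% to 271% of the median in RT minus. All 18 codes with at least 143% had a median log2 ratio of -0.14, beside -0.17 for all codes that passed the minimum count. Of the 18, 14 were below 0 and the 4 others were these raised codes, so a high DNA level alone did not go with a raised ratio. Carry-over from HAC 4-65 is argued against for the 7 raised codes past 96, with 112 reads in both HAC 4-65 libraries beside an excess of 9914 reads. Reads from other libraries of the same cells might add to RT plus, and the excess of all 10 raised codes, 16607 reads, is 12.7% of its input CenU reads. No value here decides that, since such reads leave no foreign code.

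Read-through from CenU 65 along the input DNA is argued against, since the 10 present codes from 69 to 79 had a median log2 ratio of 0.053 to the NCU scale, beside 0.75 for the 3 raised codes up to 67. The excess reads fell along the raised codes, from 2667 at CenU 65 to 1294 at CenU 110, with a Spearman rho of -0.93 to code number. The excess also follows the DNA level in part. CenU 65 to CenU 67 had 186% to 271% of the median input code in RT minus, and CenU 104 to CenU 109 had 67.2% to 91.3%. CenU 110 is an exception, with 143% of the median but fewer excess reads than CenU 104 (1294 beside 1993). Relative to DNA, log2 ratios were from 0.36 to 0.51 at CenU 65 to CenU 67 and from 0.74 to 1.06 at CenU 104 to CenU 109. CenU 110 was lower again, at 0.44. The fall in reads could fit a transcript that starts near CenU 65 in a HAC where CenU 67 joins CenU 104. The ratios instead rise from CenU 67 (0.51) to CenU 104 (1.06), and only after CenU 104 are they lower, down to CenU 110. The codes were chosen as raised and the order of units was not used here, so such a transcript remains a hypothesis. As other technical sources stay open, the raised run is not called biological.

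The 9 lower codes of HAC 4-65 had from 6.05% to 23.6% of the median input code in RT minus, and 0 of the 73 codes at 50% or more of the median were lower. Reads of another source in the RT minus library, on codes that the HAC lacks, could account for this. Such a source would have to leave out the CenU codes outside the input, which the HAC also should not hold. Those had at most 10 reads each in RT minus, beside 57 to 222 for the lower codes. Their total was also higher in RT plus (372) than in RT minus (171), so the source stays open. Of the 20 codes under 20% of the median, 13 had fewer reads in RT plus than in RT minus.

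CenU 1 lies outside the input of HAC 1-20 but had 138% of the median input code in RT minus, with 700 reads, and its log2 ratio to the NCU scale was 0.03. Reads from HAC 4-65 are argued against, since CenU 1 had 11.4 times the mean of CenU 2 to CenU 5 in HAC 1-20 RT plus and 0.650 times in HAC 4-65 RT plus. A unit of the input DNA assigned to reference 1 may be the source, as CenU 72 had 21 reads in HAC 1-20 RT minus. CenU 68, CenU 88, CenU 103 and CenU 127 were nearly empty there too, so which unit it would be cannot be told apart.

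Of the other CenU codes outside the input of HAC 1-20, the 63 codes from 2 to 64 followed the HAC 4-65 RT plus profile in part, with a Spearman rho of 0.70 for RT plus. The 13 of them that were nearly absent from HAC 4-65 RT minus held 192 reads, where the HAC 4-65 RT plus profile would give 32.3. Carry-over from HAC 4-65 could thus be a part of these reads but is argued against as the whole.

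The 31 references from L 129 to L 159 had a mean of 11.8 reads in HAC 1-20 RT minus, 0.147% of the library (0.133 to 0.163), and 0.0215% in the deeper RT plus library (0.0184 to 0.0251). The 225 later L references averaged 0.640 reads in RT minus. Reads of another library might be the source, but no library holding these references was analysed here. No biological explanation was tested.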
